A study of Arabidopsis thaliana with 2 samples. Its data were reported in "Biogenesis of phased siRNAs on membrane-bound polysomes in Arabidopsis" (2016).

How the data were processed

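Membrane-bound polysomes (MBPs), the ribosome-carrying transcripts recovered with the microsomal membranes, were isolated by the authors from wild-type Arabidopsis seedlings at 13 days of age. The series holds 2 libraries. In the MBP ribo-seq library, MBPs were digested with RNase I, monosomes were collected from a sucrose gradient, and the short fragments shielded by ribosomes were sequenced after removal of rRNA with biotinylated probes. The MBP mRNA-seq library was made from the RNA of the same fraction. For RNA-seq libraries in general the authors described selecting polyA+ RNA, and their ribo-seq protocol names no such step. The 2 libraries may thus differ in more than ribosome protection. There was 1 library per assay, so no difference given here has a replicate check. The results given in the report carry no p-value across genes. A binomial test on recovered reads was run only as an alternative.

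The authors aligned both libraries with Tophat under default settings, took feature coordinates from TAIR10 and assigned a read to a feature with bedtools when a set share of the read overlapped it. How multi-mapping reads and strands were handled in this step is not stated. For mRNA-seq in general the authors described leaving out reads with several map positions, and whether this covered the MBP mRNA-seq library was not settled here. The deposited values are RPM, reads scaled by the reads of the library, for the 5' UTR, the exons and the 3' UTR of each transcript isoform, in 3 tables. A read counts for every isoform that it overlaps. For this reason the mRNA-seq exon column, which the authors also named RPM, sums to 1348201, more than the scale allows for a read counted once, and was treated as a signal. The exon table behaved as coding sequence: the mRNA-seq 3' UTR value exceeded the exon value in 523 of 25688 transcripts, and the 5' UTR value did so in 228 of 22975.

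The low values of each deposited column were whole multiples of 1 step, the same in the 3 tables. This step gave a depth of 38438720 reads for ribo-seq and 66958225 reads for mRNA-seq, and 99.9% of the values above 0 came out as whole reads in each library. A count of 0 allows up to 3 reads, or 0.0780 RPM in ribo-seq and 0.0448 RPM in mRNA-seq. Such floors, the Wilson 95% intervals given for shares of reads and the binomial test cover counting error only, since PCR reads are not independent molecules.

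Each gene was represented by the isoform with the highest mean exon value. The log2 ratio of ribo-seq to mRNA-seq exon RPM was computed with a pseudocount of 1 for genes with a mean exon RPM of at least 1, and is called the ratio here. The pseudocount understates the differences of low genes. For UTRs, occupancy was the log2 of the UTR to exon ratio in ribo-seq over the same ratio in mRNA-seq, with a pseudocount of 0.5 and a mean UTR RPM of at least 0.5. Gene lists were described by the percentile of their median among 10000 random lists of the same size matched on mean expression in 20 bins. The lists were the 18 protein-coding loci that produce phased siRNAs (phasiRNAs), 956 known and predicted miRNA targets, and 17 genes with upstream open reading frames. The tests, the lists, the rule for named genes and most alternatives were fixed before the data were examined. For the genes with upstream open reading frames, the plan named only the median 5' UTR occupancy and no percentile. The named genes were all phasiRNA coding loci, the example genes GPX1 and RBCS1B, the 5 highest genes by exon RPM in each library, the 5 highest and the 5 lowest by ratio among genes with a mean exon RPM of at least 10, and the 5 highest by 5' UTR occupancy with a mean 5' UTR RPM of at least 1. TAS loci and organelle genes are not analysed here.

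Symbols and coordinates came from the TAIR10.1 reference annotation, which matched 25042 of the 25224 genes. Calculations used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and blastn 2.17.0. The procedure was tested on simulated reads for 16878 genes, of which 200 were changed 8-fold: 182 of these were called more than 4-fold from the median, as were 0 of the unchanged genes. The unchanged genes were simulated with counting error only, so this 0 does not bound false calls in the data. Of 200 random lists of unchanged composition, 13 fell outside the central 95% of their matched random lists. Alternatives covered the pseudocount, the expression filter, the scaling, the use of UTR values, the matching of the random lists and, chosen after seeing the data, the isoform, the removal of genes in part of chromosome 1 and of AT2G07732, matching on coding length or exon junction density, removal of the PPR genes, matching of the upstream reading frame list on exon values, 5' UTR ratios without exon values and a binomial test on the recovered reads.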

Results

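Ribosome-protected fragments and mRNA from membrane-bound polysomes were sequenced to ask which transcripts, among them those that give rise to phasiRNAs, were present on MBPs and occupied by ribosomes. There was 1 MBP ribo-seq library with a depth of 38438720 reads and 1 MBP mRNA-seq library with a depth of 66958225 reads, both from seedlings at 13 days of age. No replicates exist, so the differences below describe these libraries.

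To ask whether ribosome-protected reads came from coding regions while mRNA reads covered whole transcripts, the summed RPM was divided among features. In ribo-seq, exons held 95.7% of the summed RPM (Wilson 95% interval 95.7 to 95.8), the 5' UTR 1.14% and the 3' UTR 3.11%. In mRNA-seq, exons held 83.9% (83.9 to 83.9), the 5' UTR 3.91% and the 3' UTR 12.2%. These are shares of the values assigned to the 3 features and not of the libraries. In ribo-seq the features of the chosen isoforms held 20155235 reads, against a depth of 38438720 reads. In mRNA-seq they held 66870043 reads, against 66958225. Where the other ribo-seq reads lay is not shown by these values. Removal of the genes in the first 154478 bp of chromosome 1 gave 98.4% for exons and 0.672% for the 3' UTR in ribo-seq. Removal of AT2G07732 as well, whose 3' UTR held 2235 RPM in ribo-seq, moved the shares most, to 98.8% and 0.224%. That part of the chromosome held 42 genes, 79.5% of the ribo-seq 3' UTR RPM and 0.538% of the mRNA-seq 3' UTR RPM. The ribo-seq 3' UTR share given above therefore rests on these genes and AT2G07732, which was singled out here after its values were seen.

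**Figure D1:**
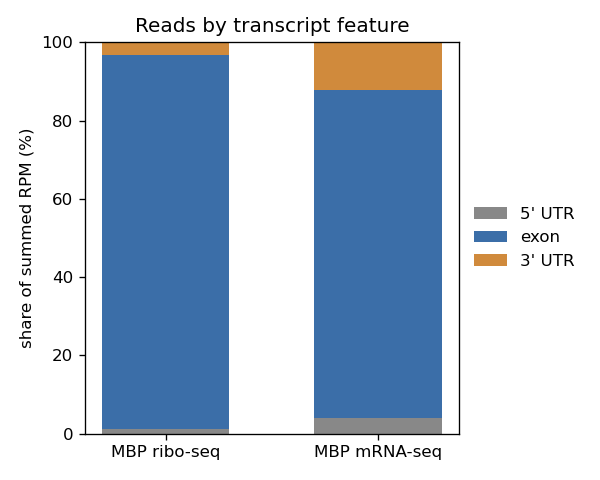
Share of summed RPM (%) in the 5' UTR, exon and 3' UTR tables for the MBP ribo-seq and MBP mRNA-seq libraries, with 1 library per bar. Exons made up 95.7% in ribo-seq and 83.9% in mRNA-seq.

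**Figure D2:**
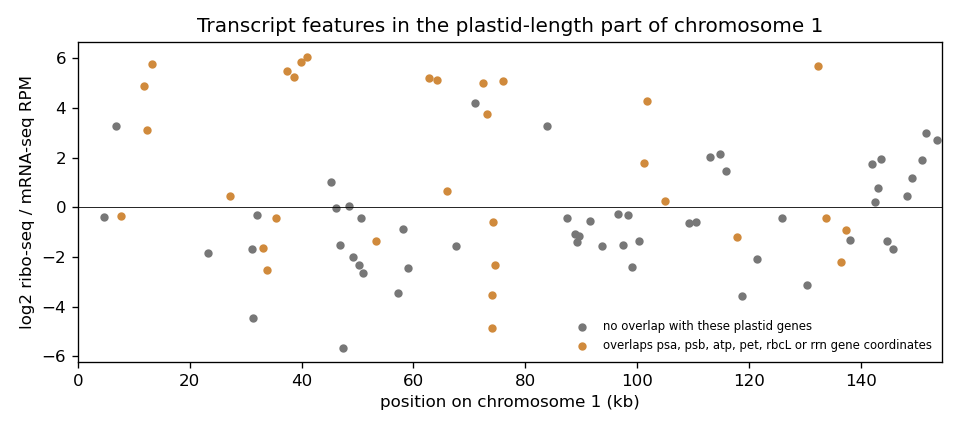
Log2 ratio of ribo-seq to mRNA-seq RPM (pseudocount 0.5) of 84 transcript features against their position in the first 154478 bp of chromosome 1 (kb). Orange points are the 31 features that share coordinates with psa, psb, atp, pet, rbcL or rRNA genes of the plastid genome, with a median of 0.67, and grey points are the other 53, with a median of -0.58.

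Exon values of at least 1 RPM were found for 15267 genes in ribo-seq and for 17403 in mRNA-seq, of 25224 genes. Of the genes that reached this level in mRNA-seq, 15147 (87.0%) reached it in ribo-seq as well. A limit of 5 RPM moved the share most, to 71.0%.

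Ribosome occupancy was then set against mRNA level. Across the 16879 genes with a mean exon RPM of at least 1, which are not independent replicates, Spearman's rho was 0.89 and Pearson's r was 0.90 on the log2(RPM + 1) scale. With a mean exon RPM of at least 10, rho was 0.76. The median ratio was -0.99, with quartiles of -1.53 and -0.52. Since the features held a smaller part of the ribo-seq library, the level of the ratio depends on the scaling. With each library rescaled to the sum of the nuclear genes the median was -0.36. A ratio below 0 is thus not by itself a low occupancy, and ratios are to be read against the median. More than 4-fold from the median lay 73 genes above it and 291 below it. Of the 73 genes, 13 were in the first 154478 bp of chromosome 1. The median counting error of a gene's ratio was 0.10.

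**Figure D3:**
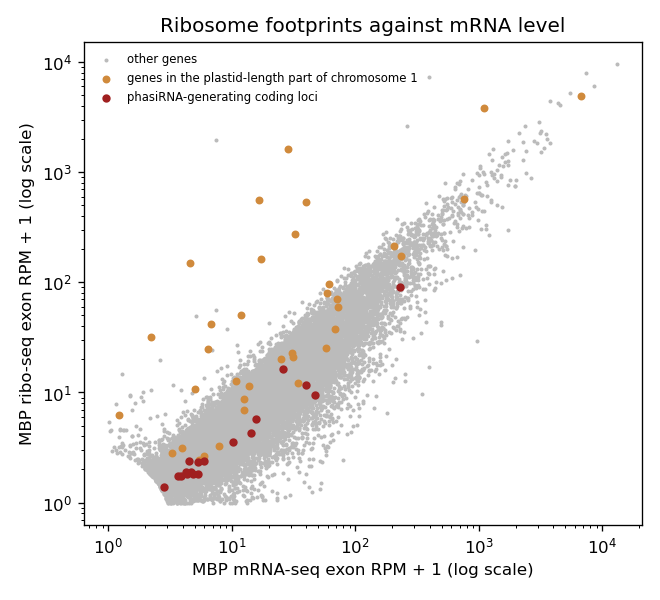
MBP ribo-seq exon RPM + 1 against MBP mRNA-seq exon RPM + 1, both on log scales, with 1 point per gene for 16879 genes. Red points are the 18 phasiRNA-generating coding loci and orange points are genes in the first 154478 bp of chromosome 1, of which 13 lay more than 4-fold above the median ratio.

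The highest exon values in ribo-seq belonged to RBCS1A (AT1G67090, chromosome 1, 25048158 to 25049667; 9535 RPM), RBCS3B (AT5G38410, chromosome 5, 15376988 to 15378642; 7890 RPM), AT2G01021 (chromosome 2, 6571 to 6672; 7239 RPM), RCA (AT2G39730, chromosome 2, 16570746 to 16573692; 6122 RPM) and CA1 (AT3G01500, chromosome 3, 194426 to 198664; 5248 RPM). In mRNA-seq, RBCS1A (13066 RPM), RCA (8530 RPM), RBCS3B (7349 RPM), CNGC10 (AT1G01340, chromosome 1, 132270 to 135924; 6705 RPM) and CA1 (5526 RPM) were highest. RBCS genes are near-identical copies, so reads may have been split among them and their values are uncertain. AT2G01021 lies 626 bp after a 5.8S rRNA gene. CNGC10 shares its chromosome coordinates with a plastid 23S rRNA gene, a point taken up among the observations. The example genes GPX1 (AT2G25080, chromosome 2, 10667898 to 10670127) and RBCS1B (AT5G38430, chromosome 5, 15383167 to 15385320) had ratios of -0.27 and -0.03. Both genes lay above the median ratio, at percentiles 86.6 and 93.6. Their ribo-seq values were 141.6 and 4283 RPM.

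The highest ratios among genes with a mean exon RPM of at least 10 were those of AT2G07732 (chromosome 2, 3468160 to 3468899; 8.06), UMAMIT28 (AT1G01070, chromosome 1, 38444 to 41017; 5.83), AT1G01180 (chromosome 1, coding exon 75633 to 76556; 5.06), AT1G01130 (chromosome 1, 61905 to 63811; 5.03) and AT2G01021 (4.18). The coding sequence of AT2G07732 (351 bp) matched the mitochondrial genome over 100% of its length. Its longest match to the plastid genome was 318 bp. UMAMIT28, AT1G01180 and AT1G01130 lie in the first 154478 bp of chromosome 1. The lowest ratios were those of LpxC2 (AT1G24880, chromosome 1, 8775901 to 8778072; -5.28, 13 ribo-seq reads), LARP6b (AT2G43970, chromosome 2, 18205235 to 18208218; -5.16, 337 reads), AT5G47435 (chromosome 5, 19241672 to 19243988; -5.15, 19 reads), AT5G24620 (chromosome 5, 8430004 to 8432414; -5.15, 10 reads) and CP5 (AT1G64720, chromosome 1, 24046553 to 24048822; -5.05, 1083 reads).

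The study asked whether transcripts that generate phasiRNAs are on MBPs. All 18 coding loci had at least 1 RPM in mRNA-seq exons, and 10 of them had at least 1 RPM in ribo-seq. Each had more than 3 ribo-seq reads. AGO1 (AT1G48410, chromosome 1, 17885633 to 17892632) had 230.98 RPM in mRNA-seq and 89.3 RPM in ribo-seq, a ratio of -1.36. AFB2 (AT3G26810, chromosome 3, 9867652 to 9870782) had 46.2 and 8.40 RPM, a ratio of -2.33. AFB3 (AT1G12820, chromosome 1, 4368760 to 4371298) had 39.0 and 10.7 RPM, a ratio of -1.77. AT3G23690 (chromosome 3, 8528609 to 8531358) had a ratio of -0.68, AT5G38850 (chromosome 5, 15555156 to 15558882) of -1.74 and AT5G43740 (chromosome 5, 17564697 to 17569148) of -1.45. The 12 PPR genes had 1.81 to 9.20 RPM in mRNA-seq and 15 to 99 ribo-seq reads, and their ratios ran from -1.57 to -0.93. PPR genes are similar in sequence, so their reads may be shared among family members. The transcripts of the 13 loci with a 3' UTR row held 2 ribo-seq reads and 1978 mRNA-seq reads in their 3' UTRs.

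The median ratio of the 18 loci was -1.32, against -0.90 for matched random lists, and lay at percentile 1.96. This position was near the edge of the central 95%, from -1.29 to -0.57, and it did not hold under 8 of the alternatives tried. In random lists matched on coding length as well, the percentile was 32.33. The median of the 883 miRNA targets past the filter was -1.18, against -0.99 for matched random lists (percentile 0). With matching on coding length the percentile was 7.82, inside the central 95%.

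Occupancy of the 5' UTR relative to the exons had a median of -0.87 over 7029 genes. It was above 0 in 1700 genes and above 2 in 52. Its value for the 14 genes with upstream open reading frames was 1.01, against -1.74 for random lists matched on 5' UTR level (percentile 100). The random median was -0.68 with matching on exon RPM as well, and 0.11 with matching on the exon ratio and 5' UTR level (percentile 99.97). In the 3' UTR the median was -1.92 over 11238 genes, with 786 genes above 0 and 29 above 2. The median depended on the pseudocount: 0.1 gave -1.83 for the 5' UTR and -3.92 for the 3' UTR. The genes above 0 then numbered 941 for the 5' UTR and 86 for the 3' UTR. A UTR without ribo-seq reads takes its value from the pseudocount, so a value above 0 need not reflect ribosomes there. The highest 5' UTR occupancies were 5.91 for LHY (AT1G01060, chromosome 1, 33365 to 37871), 3.96 for REV3 (AT1G67500, chromosome 1, 25287356 to 25296988), 3.81 for AT3G24070 (chromosome 3, 8693061 to 8694770), 3.31 for AT5G47435 and 3.29 for HTR12 (AT1G01370, chromosome 1, 143489 to 146479). LHY and HTR12 lie in the first 154478 bp of chromosome 1. AT5G47435 had 0 RPM in its ribo-seq 5' UTR, so its value came from the pseudocount, and AT3G24070 had 1 ribo-seq exon read.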

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

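The alternatives with a single isoform per gene, summed isoforms, the part of chromosome 1, AT2G07732, coding length, junction density, PPR genes, the exon values of the upstream reading frame list and the binomial test were chosen after seeing the data. No value was had for TAS transcripts or the organelle share, which are not analysed here, so their alternatives were not run. Restriction to nuclear genes removed no gene and moved neither composition nor UTR occupancy.

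The intervals of the feature shares are so narrow that most alternatives left them. The exon share in ribo-seq and mRNA-seq was 95.9% and 83.3% for genes in all 3 tables, 96.8% and 83.7% without the 10 highest genes, 95.4% and 83.5% with isoform 1, 93.2% and 82.6% with summed isoforms, 98.4% and 83.8% without the plastid-length part of chromosome 1, and 98.8% and 83.8% without that part and AT2G07732. In each of these the ribo-seq share stayed above that of mRNA-seq. At least 5 RPM was reached by 9694 genes in ribo-seq and 9650 in both libraries.

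Spearman's rho was 0.76 with a mean exon RPM of at least 10, 0.95 without an expression filter, 0.90 with rescaling to the nuclear sum, 0.90 with UTR values added and 0.91 with summed isoforms. The median ratio was -1.14 with a pseudocount of 0.1, -0.65 with 5, -1.01 with a mean exon RPM of at least 10, -0.59 without a filter, -0.36 after rescaling, -1.20 with UTR values added and -1.004 with summed isoforms. Genes more than 4-fold below the median numbered 689 with a pseudocount of 0.1, 122 with 5 and 642 without a filter. Those above it numbered 20 with a pseudocount of 5, 24 with a mean exon RPM of at least 10 and 47 without a filter. The binomial test on recovered reads, which compares the libraries and not conditions, called 3799 genes higher and 9904 lower at an adjusted p under 0.05. It treats PCR reads as independent molecules and leaves out the spread between replicates, so these calls are not comparable with the counts of genes beyond 4-fold. The split depends on the reference level: 27.7% of the calls were higher against the library sums, and 50.1% (6702 higher and 6682 lower) against the median gene, a reference that balances the directions by construction.

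The phasiRNA coding loci left the outer 5% under 8 alternatives, with percentiles of 8.13 with a pseudocount of 5, 12.48 with a mean exon RPM of at least 10, 2.91 after rescaling, 2.89 with UTR values added, 6.69 without matching, 32.33 with matching on coding length, 2.54 with matching on junction density and 7.05 without the PPR genes. The miRNA targets did so with matching on coding length, at 7.82. Apart from matching on coding length, the cause was not tested. The filter and the removal of the PPR genes also left fewer loci, and the effect of list size was not tested.

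The median 5' UTR occupancy was -1.83 with a pseudocount of 0.1, -1.58 with a mean UTR RPM of at least 2 and 0.00 (0.00441) without a filter, with 941, 358 and 8034 genes above 0. The median 3' UTR occupancy was -3.92, -3.21 and -0.87 in the same order, with 86, 50 and 4963 genes above 0, and -1.99 with summed isoforms. Low values limit this measure, since a UTR without ribo-seq reads takes its value from the pseudocount.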

Other observations

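The test of plastid coordinates, the tests on coding length in gene lists, the junction test of the miRNA targets, the test of the gap between lists, the test of the exon ratio as denominator, and the count of genes without a match were chosen after the result was seen. The median 5' UTR occupancy of the upstream reading frame list was planned before the data were examined. Its percentile among random lists was not named in that plan. The other tests, among them the junction test of the phasiRNA loci, were added once the tables had been examined. These were written down before their own results were seen. The design holds no groups that differ in biology. A biological explanation was tested only for the genes with upstream open reading frames.

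Genes at the start of chromosome 1 had high ribo-seq values. Of the 36 tested genes in the first 154478 bp, a length equal to that of the plastid genome, 13 lay more than 4-fold above the median ratio, against 1 of 33 in the next stretch of that length. Alignments to the plastid genome counted at the same coordinates of chromosome 1 are a candidate explanation. Features that overlapped the coordinates of psa, psb, atp, pet, rbcL or rRNA genes of the plastid had a mean log2 ratio 2.17 higher than the other features (31 against 53 features), and 7 of 1000 random slides of the plastid annotation gave a difference as large. The match was partial. Of the 28 features more than 4-fold above the median, 15 overlapped these genes and 13 did not. Of these 13, 12 lay at the coordinates of other plastid genes, but so did 33 of the 40 features that neither overlapped these genes nor were elevated. Of the 31 overlapping features, 13 had a log2 ratio below 0, among them the 3' UTRs of AT1G01170 (-4.85, at psbT), GIF2 (-3.51, at psbB and psbT) and LHY (-2.52, at psbC and psbD). The 3' UTR of CNGC10 (chromosome 1, 132270 to 132413; 7453 RPM in ribo-seq and 143.3 in mRNA-seq) coincides with a 23S rRNA gene, the 3' UTR of AT1G01240 (101679 to 101987; 4791 RPM) with rrn16S, the exons of UMAMIT28 (38898 to 40877; 1617 RPM) with psaA and psaB, the exon of AT1G01180 with petB and petD, and the 5' UTR of LHY (37062 to 37840; 509 RPM) with psaB and rps14. Other explanations were argued against. Plastid-like sequence covered 0% of the bases of the elevated features at 90% identity over 30 bp, and in the same length of chromosomes 2 to 5 only 0.990% of 101 genes lay more than 4-fold above the median. How such a count could have arisen stays open.

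AT1G02060 (chromosome 1, 360918 to 363142) had 2620 RPM in ribo-seq and 261.9 RPM in mRNA-seq. A mitochondrial alignment counted at the same coordinates could give this, and 0 rRNA genes of the reference mitochondrial genome lie there. The mitochondrial alignments counted at the same coordinates of chromosome 1 cannot be told apart from other explanations, because the mitochondrial sequence of the reference is a different version from that of TAIR10.

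Beyond the start of chromosome 1, 13 genes with a mean exon RPM of at least 10 lay more than 4-fold above the median ratio. For 3 of them, AT2G07732, AT2G07698 and AT3G20362 (named after their values were seen), over 50% of the coding sequence matched an organelle genome, against 0 of 260 genes of similar expression, so shared reads are a candidate source. The other 10 had no match to the organelle genomes, which argues against reads shared with these genomes for them. They had no match to the annotated rRNA genes either. This cannot decide on reads shared with rRNA, because the annotated rRNA genes do not cover the whole ribosomal DNA repeat. AT2G01021, with no match in this search, may be part of the repeat. Of its coding sequence, 100% was found at the same distance, 626 bp, after the 5.8S gene of the repeat on chromosome 3. ACS6, EME1B and WRKY47 are among the genes for which no source was found.

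The ratio fell with coding length: across 16773 genes Spearman's rho was -0.47, and among 2704 single-exon genes it was -0.43. The median ratio was -0.53 in the shortest of 4 equal parts of the genes (up to 783 bp) and -1.47 in the longest (from 1770 bp). Loss of mRNA-seq reads at exon junctions was argued against as the source of the spread, since rho with junctions per kb was 0.01 (0.0123). Whether the trend with length is technical or biological stays open.

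The low ratio of the phasiRNA-generating coding loci could reflect their length, with a median of 1890 bp against 1209 bp for all genes. Matching on coding length put the list at percentile 32.33 and closed 81.3% of the gap to the random lists. Matching on exon junction density gave percentile 2.54, just inside the limit set in advance, but the gap became wider (-3.37% of it was removed), which argues against junctions. The same length matching put the miRNA targets at 7.82, so length is a candidate explanation there too, while matching on junction density left them at percentile 0.

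The 17 genes with upstream open reading frames were taken as a list fixed in advance. Their 5' UTR occupancy lay at percentile 100, and 12 of the 14 with a value were above 0. The ratio on their exons was low, with a median of -2.07 over 16 genes against -0.98 for random lists, and matching on coding length left it at percentile 0, which argues against length. Since occupancy is divided by the exon ratio, this low ratio carries part of the high occupancy: matching on the exon ratio and 5' UTR level moved the random median from -1.74 to 0.11, against 1.01 for the list. The list still lay at percentile 99.97. Its 5' UTR ratio without exon values was -1.67 against -2.65 for random lists (percentile 99.95), which argues against the denominator as the whole cause. The remaining difference is consistent with ribosomes held by the upstream frames. Repression of the main frame is a hypothesis that these libraries alone do not settle.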
